# Temperature-driven coordination of circadian transcriptional regulation

**DOI:** 10.1371/journal.pcbi.1012029

**Published:** 2024-04-22

**Authors:** Bingxian Xu, Dae-Sung Hwangbo, Sumit Saurabh, Clark Rosensweig, Ravi Allada, William L. Kath, Rosemary Braun

## Abstract

The circadian clock is an evolutionarily-conserved molecular oscillator that enables species to anticipate rhythmic changes in their environment. At a molecular level, the core clock genes induce circadian oscillations in thousands of genes in a tissue–specific manner, orchestrating myriad biological processes. While previous studies have investigated how the core clock circuit responds to environmental perturbations such as temperature, the downstream effects of such perturbations on circadian regulation remain poorly understood. By analyzing bulk-RNA sequencing of *Drosophila* fat bodies harvested from flies subjected to different environmental conditions, we demonstrate a highly condition-specific circadian transcriptome: genes are cycling in a temperature-specific manner, and the distributions of their phases also differ between the two conditions. Further employing a reference-based gene regulatory network (Reactome), we find evidence of increased gene-gene coordination at low temperatures and synchronization of rhythmic genes that are network neighbors. We report that the phase differences between cycling genes increase as a function of geodesic distance in the low temperature condition, suggesting increased coordination of cycling on the gene regulatory network. Our results suggest a potential mechanism whereby the circadian clock mediates the fly’s response to seasonal changes in temperature.

## Author summary

The circadian clock enables organisms to anticipate and adapt to changes in their environment. While behavioral changes have been observed in *Drosophila melanogaster* subjected to low temperatures, little is known regarding how these changes are enacted at a molecular level. By conducting bulk RNA sequencing from fruit flies, we observe that genome-wide circadian oscillation patterns are temperature dependent. Intriguingly, we find that morning and evening peaks of transcriptomic activity shift closer together, consistent with anticipation of a shorter photoperiod in cooler winter weather. We further find that the low-temperature dynamics are highly coordinated with respect to a reference-based gene regulatory network. Our findings provide insights into the mechanisms by which flies adapt to environmental temperature changes.

## Introduction

A circadian clock is present in organisms from fungi to insects to mammals, where it drives the regulation of processes such as the rest/activity cycle, spore production, and metabolism [1]. In general, the circadian clock can be defined as a robust 24-hour self-sustaining oscillator that can be entrained by environmental cues, such as light. The molecular basis of the core clock circuit has been elucidated with great detail [1–6]. In *Drosophila*, the CLOCK/CYCLE (CLK/CYC) heterodimer binds to the E-box to activate gene expression of period (*per*) and timeless (*tim*). PER and TIM proteins dimerize in the cytoplasm and translocate to the nucleus, with a time constant of approximately 4 hours, to inhibit the DNA binding activity of CLK/CYC [2]. This transcription-translation feedback loop oscillates with an approximate 24-hour period. In turn, it drives the expression levels of hundreds of downstream genes.

Recent advances in high throughput sequencing have made it possible to identify genes under circadian control. In a study conducted by Zhang et al. [7], where they sampled 12 different mouse organs every two hours for two days using microarray, it was reported that nearly 40% of all genes showed rhythmic behavior in at least one of the twelve organs that were studied. In addition, they observed little overlap of cycling transcripts between all organ pairs, suggesting that the circadian regulation is highly tissue–specific. Nevertheless, while each organ has a largely unique set of circadian genes, their phase distribution showed much less diversity, generally peaking or dipping synchronously ∼8 hours after lights–off (in a 12:12 light:dark environment).

A hallmark of the circadian clock is the insensitivity of its endogenous period to temperature, a phenomenon known as “temperature compensation” [6]. Such temperature stability is crucial to the correct functioning of the clock, and it has been observed in every species with a circadian rhythm, including bacteria [8], insects [9], and mammals [10]. This phenomenon is surprising, given the Arrhenius dependence of reaction rates on temperature [11], and it is clear that this property must be an emergent feature of interaction networks with temperature-dependent reactions that oppose each other [12]. However, the specific molecular mechanisms conferring this property are still not fully elucidated. Studies have identified transcriptional, post-transcriptional, translational, and protein–level interactions as possible contributors, including temperature–dependent transcription [13–16], gene-specific thermosensitive alternative splicing [3, 17, 18], thermosensitive polyadenylation [19], thermally–regulated translation [20–22], counterbalanced enzymatic reaction rates [23], and temperature–sensitive protein dimerization [24] and ubiquination [25].

Yet while the *period* of the clock remains constant across a wide range of temperatures, the *phase* of the clock has been observed to be temperature sensitive. For example, behavioral studies using *Drosophila* Activity Monitoring (DAM) systems have demonstrated that under normal light–dark cycles, flies show gradual increase in activity just before the light–dark/dark–light transitions, a phenomenon known as evening/morning anticipation [2]. At lower temperatures, the activity peaks show decreased separation [3, 26], with an earlier onset of evening anticipation that may reflect an adaptation for the shortened daylight hours in winter [3, 26].

While this temperature-dependent behavioral pattern has been observed in *Drosophila*, comparatively little is known about how downstream transcriptome–wide circadian activity changes in face of temperature perturbations. Early work reported that the transcriptome was modified globally by a cyclic temperature perturbation, which acted as a driver of circadian oscillation [14]. More recently, it was reported that flies subjected to different environmental temperatures under the light–dark cycle exhibited thermosensitive alternative splicing, affecting locomotor activities [18]. Taken together, these works provide evidence that temperature could have a global effect on the circadian transcriptome. However, both aforementioned studies had a sampling frequency of four hours, which hinders the detection of cycling genes and the estimation of their associated phases [27].

To further understand how temperature impacts the circadian transcriptome, we conducted genome-wide studies of circadian gene expression in fruit flies subjected to a 25°C or 18°C environment by performing bulk RNA sequencing on fat body samples with a sampling frequency of two hours. The fat body in *Drosophila* is a major endocrine organ responsible for metabolism and energy storage [28]. It has been observed that genes cycle with a 24-hour period in the fat body, with consequences for metabolism [29]. However, it is not known whether a prolonged temperature change can induce phase shifts or initiate circadian oscillation of “flat” genes. By conducting bulk RNA-sequencing, we show that both the identity and phases of cycling genes change in a temperature–dependent manner. In addition, we report a significant increase at lower temperatures in the phase synchronization of oscillating genes that are close to one another on the Reactome *Drosophila* gene regulatory network, suggesting that transcriptomic coordination may be enhanced at lower temperatures.

## Results

### Circadian transcriptional profiling overview

To study how the circadian rhythm is perturbed by temperature, we conducted two separate studies, henceforth termed V1 and V2. Experimental details may be found in *Materials and Methods*; we provide an overview here. Briefly, in both experiments flies were raised at 25°C before being placed in 18°C (temperature perturbation) or kept at 25°C (control). In experiment V1, *Drosophila* fat bodies were harvested every two hours in 12:12 L:D conditions starting four days after the temperature shift (see Fig 1), providing data for a stable, established circadian transcriptome. 

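The V1 libraries analysed here came from wild-type females on the diet of 15% sucrose and yeast, sampled on day 5 at 12 time points from ZT2 to ZT24. Each time point had 2 replicates, which gave 24 libraries at 18°C and 24 at 25°C, and each library held the abdominal fat tissue of 10 flies. The sample labels describe a pair of incubators on opposite light schedules, which let all dissections take place in the daytime, so light-phase and dark-phase samples are taken here to be from different incubators, which the labels do not state for each sample. Polyadenylated RNA was sequenced as single-end reads, which the authors trimmed, aligned with STAR and quantified with RSEM without regard to strand and without removing duplicates. The deposited values are TPM for 17869 FlyBase genes and 6063 other features such as transposable elements. TPM values keep no read counts, so the depth of each library is unknown. Between 11497 and 14702 features were above 0 TPM in a library at 18°C, and between 12153 and 14040 at 25°C. The 20 most abundant features took a median of 28.3% of all TPM per library at 18°C and 31.0% at 25°C. Across the 7157 genes kept for cycling detection, log2(TPM + 1) of the replicates of a time point had a median correlation of 0.928 at 18°C and 0.940 at 25°C, across genes, which are not independent replicates.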

In the V2 experiment, in addition to examining the stable circadian transcriptome during days four and five, we also collected data during the first two days to investigate transient dynamics immediately following the temperature perturbation. Analysis of the transient data is reported separately [41]; here, we focus on the dynamics after flies had equilibrated to the 18°C and 25°C conditions. These two separate experiments, V1 and V2, provide the opportunity to minimize false identification of cycling genes and ensure that our results are robust to sequencing technology and experimental artifacts, which can be a major source of error in cycling detection [27, 42].

**Fig 1:**
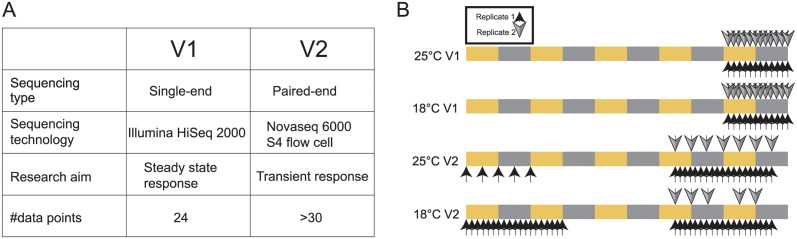
Experimental design. (A) Method and technologies used for the V1 and V2 experiments. (B) Sampling scheme of the two experiments and environmental conditions. Arrows above and below the colored bars indicate samples and replicates. The colored bars depict the light (yellow) and dark (grey) periods.

To understand how the circadian transcriptome is affected by temperature, we first identified cycling genes at 25°C and 18°C and estimated their phases (illustrated in Figs 2A and 3A). Next, we investigated whether there is evidence of increased synchronization of gene expression dynamics at different temperatures, by examining phase differences between genes in the context of putative gene regulatory networks (Fig 2B). We obtained the gene regulatory network from the Reactome database [38], an expert–curated database of experimentally–validated *Drosophila*–specific gene–gene interactions, and tested whether genes with similar phases were clustered on the graph by examining the distribution of phase differences at different graph distances (Fig 2C). Briefly, if genes close to each other on the network tend to have similar phases, we consider this evidence of phase organization. In this case, the distribution of phase differences of gene pairs will gradually increase as a function of network distance, as illustrated in Fig 2C.

**Fig 2:**
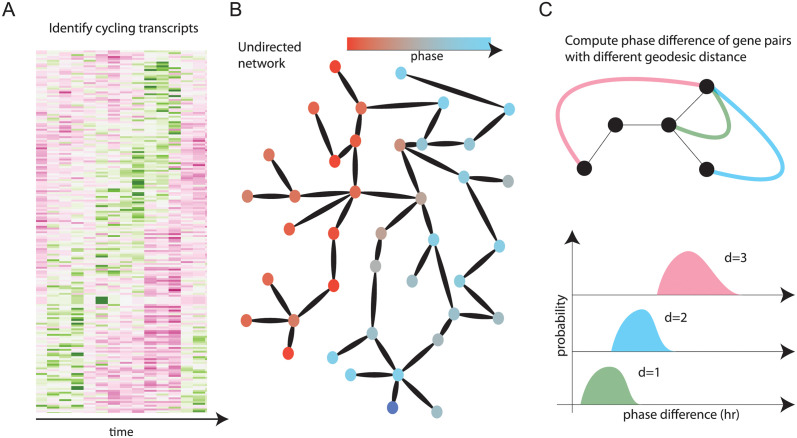
Illustration of the analysis pipeline. (A) Oscillating genes are identified under each temperature. (B) Estimated phases are mapped onto a database–derived network. (C) We search for evidence of phase organization by quantifying the distribution of phase differences between pairs of genes, as a function of their distance on the network.

**Fig 3:**
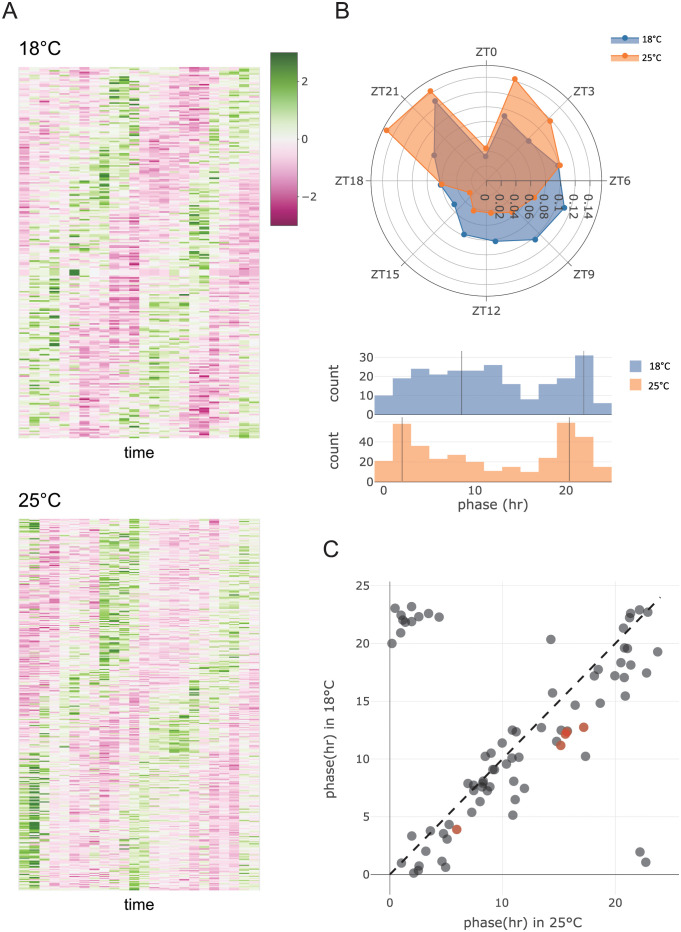
Differential cycling at 18°C vs 25°C. (A) *Z*-scored TPM (transcript per million) of detected cycling genes in the V1 experiment. (For the V2 experiment, see S2 Fig) Here, green indicates higher than average expression and pink indicates lower than average temperature for each gene. (B) Roseplot (top) and histogram (bottom) of the phase distribution for all genes cycling at either 18°C (blue) or 25°C (orange). In the histogram, the locations of each peak are estimated by fitting a two–component mixture of von Mises distributions [44, 45] and shown as black lines. (C) Estimated phases of genes that cycle at both temperatures. Red points highlight the core clock genes.

### Identification of rhythmic transcripts

It has been shown that cycling detection is a challenging task, depending upon sampling resolution, cycling detection algorithm, and the dataset. To deal with these problems, we employed two strategies. First, we used harmonic regression to test for evidence of cycling, assigning the *F*–test *p*-value to each gene. We did this for both the V1 and V2 experiments, and considered a gene to be cycling only if (i) it has a harmonic regression *p* < 0.1 in *both* experiments and (ii) the estimated phases differ by less than 3 hours between the two experiments (|Δ*ϕ*| < 3*h*, Eq 3), indicating consistency between the two experiments. 

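In V1, JTK-CYCLE was run with a period of 24 hours on the genes with a median TPM above 5 at 18°C or 25°C. The least-squares slope of its log10 *p*-values on those of harmonic regression was 0.842 (standard error 0.00368) at 18°C and 0.761 (standard error 0.00518) at 25°C. Over these genes, which are not independent replicates, Pearson's correlation of the log10 *p*-values was 0.938 at 18°C and 0.866 at 25°C, and Spearman's was 0.871 and 0.741. The JTK-CYCLE *p*-value was the higher of the pair for 96.9% of genes at 18°C and 98.5% at 25°C, but for 4.00% and 13.0% when the Bonferroni step over the tested phases was left out. For genes with a harmonic regression *p*-value below 0.1, the phases from both methods differed by a median of 0.575 hours at 18°C and 0.648 hours at 25°C, and by at most 3 hours for 99.95% and 99.85% of them. Leaving out that step also moved the slopes most, to 1.05 at 18°C and 1.08 at 25°C.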

We also compared the estimated phases and *p*-values assigned by harmonic regression to those obtained from JTK-CYCLE [43] and observed high concordance (S1 Fig). Prior to the cycling detection step, we filtered out genes that have low expression or are rarely detected (see Materials and methods for detail), retaining 6774 genes.

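In V1 alone, 7157 features had a median TPM above 5 over the libraries of at least one temperature. They were 7131 FlyBase genes and 26 other features, and all are called genes here. Of the 7157, 6568 passed at both temperatures, 248 at 18°C only and 341 at 25°C only. A threshold of 1 TPM kept 9308 genes, a threshold of 10 TPM kept 5526, and a mean in place of the median kept 7564. The paper's filter also took in the V2 values, which were not used here.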

The above cycling detection criteria were designed to limit the false positive rate. Under the null hypothesis of no cycling, *p*-values from harmonic regression will be uniformly distributed from zero to one. The chance of falsely obtaining *p* < 0.1 is thus 0.1 in a single experiment; obtaining *p* < 0.1 in both independent experiments V1 and V2 is thus 0.1^2^. Additionally, for false positives the estimated phase will be uniformly distributed on [0, 24) (there would be no reason to “prefer” any given phase), and thus the chance of observing |Δ*ϕ*| < 3*h* is $\frac{6}{24}$. (If the estimated phase in one experiment is *ϕ* and we require |Δ*ϕ*| < 3*h*, the other must be within *ϕ* ± 3, a 6-hour range.) All together, the probability of passing our cycling criteria by chance alone is $0.1^{2}\left(\frac{6}{24}\right)=0.0025$, so we expect 0.0025 × 6774 = 17 genes to be falsely called cycling. 

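In V1, harmonic regression gave a *p*-value below 0.1 for 2152 of the 7157 genes (30.1%) at 18°C and for 1352 (18.9%) at 25°C. If *p*-values were uniform, 715.7 would be below 0.1. Random orders of the libraries within each replicate series gave as many genes in 2 of 100 cases at 18°C and in 9 of 100 at 25°C. The count at 25°C therefore cannot be told apart from chance order. At the stricter threshold of 0.01, 691 genes passed at 18°C and 201 at 25°C, against 71.57 for uniform *p*-values. A total of 530 genes had a *p*-value below 0.1 at both temperatures, against 406.5 for independent draws, and 200 of the 530 had phases within 3 hours of each other. A share as large was reached in 20 of 100 orders of the 18°C libraries within each series and in 23 of 100 orders of shared time points. It cannot be told apart from chance order. A number for independent draws is given for this fit alone, and the excess over it did not hold in every fit. Without replicate 2, 2357 genes passed at 18°C, 766 at 25°C and 238 at both, no more than independent draws give. Without replicate 1 the counts were 1746, 826 and 403, more than such draws give. The other alternatives were not compared in this way. The test with the same threshold in each replicate series of 12 libraries left 824 genes at 18°C that passed in both series, of which 646 also had phases within 3 hours. At 25°C, 194 genes passed in both series and 165 of these had phases within 3 hours. By the paper's formula for independent experiments, with the replicate series in their place, 17.9 genes would meet these 3 conditions by chance. The deviations of same-numbered libraries at 18°C and 25°C from the means of their time points correlated across genes by 0.282 on average over the 12 time points, from -0.160 to 0.590. With the replicate number as a block in the regression, 2957 genes passed at 18°C, 1887 at 25°C and 853 at both. The alternative that lowered the counts most was JTK-CYCLE, with 1090, 408 and 130 genes. The 146 cyclers at 18°C and the 208 at 25°C that S1 to S3 Tables name all had a V1 *p*-value below 0.1 at that temperature.

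**Figure D1:**
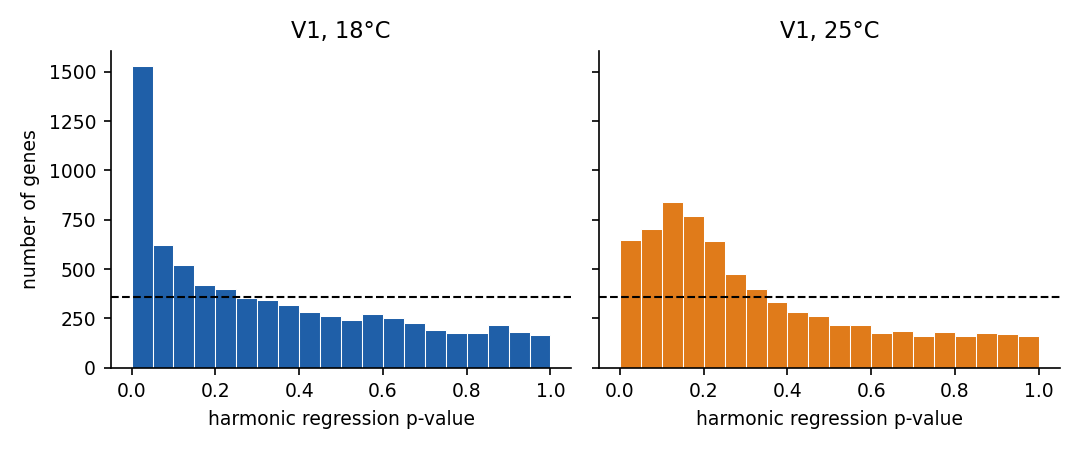
Number of genes (vertical axis) by harmonic regression *p*-value in V1 (horizontal axis, bins of 0.05) at 18°C (left) and 25°C (right); the dashed line is the number per bin if *p*-values were uniform. At 18°C the lowest bin holds the most genes, 1530, whereas at 25°C the lowest bin holds 648 genes and the bin from 0.1 to 0.15 holds 839.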

In our data, we identified 242 and 364 cycling genes in 18°C and 25°C respectively, of which 79 were found to be cycling at both temperatures (Fig 3A S2 Fig and S1 Table). Of these, only 17—7% and 4.7% respectively for the two temperatures—are expected to be be false discoveries (S3(A) and S3(B) Fig).

As an additional validation, we examined the dynamics of the core clock genes (*tim*, *Clk*, *vri*, *pdp*, *per*, *cry*) and observed that their estimated phases were highly concordant between the V1 and V2 experiments (S4(A) Fig). In addition, we noted a phase advance of 2–4 hours in the core clock genes at 18°C relative to 25°C (S4(B) Fig).

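In V1, each of the 6 core clock genes peaked earlier at 18°C than at 25°C, in both replicate series. Positions are on the BDGP6 assembly, and errors of phases and advances are standard errors of the harmonic regression over the 24 libraries of each temperature. *tim* (FBgn0014396, chromosome 2L from 3493986 to 3508119) peaked at ZT 17.4 at 25°C (*p* = 5.28e-10) and at ZT 12.9 at 18°C (*p* = 1.92e-08), an advance of 4.51 ± 0.511 hours. *vri* (FBgn0016076, chromosome 2L from 5288944 to 5311223) moved from ZT 15.4 (*p* = 3.17e-09) to ZT 11.3 (*p* = 1.12e-06), by 4.12 ± 0.621 hours. *Pdp1* (FBgn0016694, chromosome 3L from 7811458 to 7867369) moved from ZT 16.1 (*p* = 9.71e-05) to ZT 13.4 (*p* = 0.00976), by 2.76 ± 1.32 hours. *per* (FBgn0003068, chromosome X from 2685580 to 2692780) moved from ZT 15.8 (*p* = 4.84e-06) to ZT 12.5 (*p* = 6.44e-05), by 3.38 ± 0.881 hours. *cry* (FBgn0025680, chromosome 3R from 19212154 to 19215442) moved from ZT 6.48 (*p* = 1.54e-04) to ZT 4.02 (*p* = 2.25e-07), by 2.46 ± 0.861 hours. *Clk* (FBgn0023076, chromosome 3L from 7763233 to 7775603) moved from ZT 4.38 (*p* = 5.65e-05) to ZT 24.0 (*p* = 4.94e-07), by 4.42 ± 0.827 hours, but its median TPM of 3.65 at 18°C and 4.50 at 25°C was below the filter. The median advance of the 6 genes was 3.75 hours. Among the settings with both replicates, a light-dark step as a covariate moved it most, to 4.07 hours. The quantification ignored strand, and the annotation places exons of other genes on those of *tim* (lncRNA:CR46495 and snoRNA:Or-CD16), *per* (*dyw*) and *cry* (lncRNA:CR46393 and *vib*).

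**Figure D2:**
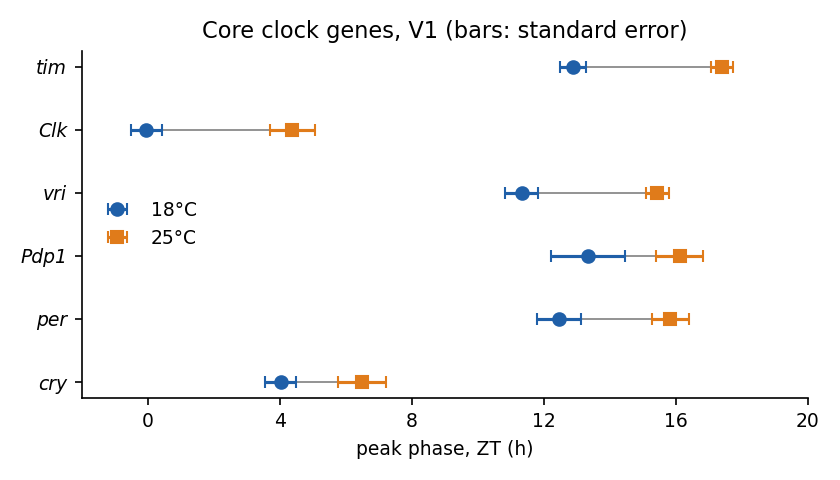
Peak phase in ZT hours (horizontal axis) of the 6 core clock genes (vertical axis) in V1 at 18°C (blue circles) and 25°C (orange squares), with standard errors. All 6 peaks lie earlier at 18°C, and *Clk* at 18°C, at ZT 24.0, is drawn just left of ZT 0.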

Taken together, this analysis suggests that genes under circadian control are temperature–specific, and that a phase advance occurs in the core clock genes at the lower temperature, potentially influencing its downstream targets.

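A difference in rhythm between 18°C and 25°C was tested for each of the 7157 genes of V1 with limma on log2(TPM + 1), by the moderated F-test of the interaction of temperature with the cosine and sine terms over the 48 libraries. This is the linear model behind limorhyde, but its *p*-values did not match the V1 limorhyde *p*-values of S1 Table gene by gene. With Benjamini-Hochberg adjustment of the limma *p*-values, 69 genes were below 0.05, and 1721 genes were below 0.05 without adjustment. S2 and S3 Tables name 196 genes as cycling at only one temperature, and 4 of these (2.04%) had an adjusted limma *p*-value below 0.05, made up of 3 of the 67 genes for 18°C and 1 of the 129 for 25°C. Adjusted over these 196 genes alone, 15 were below 0.05, and 53 (27.0%) were below 0.05 without adjustment. With the replicate number as a block, which the correlation of 0.282 between same-numbered libraries bears on, 413 genes had an adjusted *p*-value below 0.05, all 69 among them, and so did 20 (10.2%) of the temperature-specific cyclers. With TPM scaled by the median of ratios, 22 genes did. The smallest limma *p*-values belonged to *vri* (adjusted *p* = 9.97e-07) and *tim* (adjusted *p* = 2.06e-05), whose log2 amplitudes were 0.93 and 1.34 at 18°C and 1.09 and 1.47 at 25°C. The amplitude change did not keep its sign between replicates 1 and 2, with 0.38 and -0.07 for *vri* and 0.34 and -0.06 for *tim*. The advance did, with 4.28 and 4.19 hours for *vri* and 4.25 and 4.39 hours for *tim*. *CG9837* (FBgn0037635, chromosome 3R from 8807679 to 8813579) followed with an adjusted limma *p*-value of 7.37e-04 and a peak at ZT 17.2 at 25°C and ZT 6.90 at 18°C. Its phases differed by 11.8 hours in replicate 1 and 9.55 hours in replicate 2. In replicate 1 the phases were close to opposite, where an advance cannot be told from a delay. *CG9837* also shares exon bases with *aqz*. *CG17560* (FBgn0038450, chromosome 3R from 16617950 to 16619878) had an adjusted limma *p*-value of 0.00468 and an advance of 2.40 hours in replicate 1 and 1.44 hours in replicate 2, and shares exon bases with *mir-2494* and another annotated feature. *Atg1* (FBgn0260945, chromosome 3L from 12784429 to 12805116) had an adjusted limma *p*-value of 0.00544 and advances of 5.62 and 4.75 hours in replicates 1 and 2. From the cycling calls and the core clock phases of both experiments, the paper proposes that circadian control is temperature-specific and that the advance of the clock potentially influences its targets.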

### Functional analysis of cycling genes

To examine the function of cycling genes in each condition, we conducted an over-representation analysis on genes that cycle in 18°C, 25°C, and at both temperatures using the ReactomePA package [40] in R. The significantly over-represented pathways in 18°C and 25°C showed little overlap (S2 and S3 Tables). At 18°C we found that the pathway most strongly enriched for cycling genes is the metabolism of lipids (*q* = 0.003). In addition, many lipid-related metabolic pathways are significantly over-represented as well, such as triglyceride metabolism (*q* = 0.006), fatty acid metabolism (*q* = 0.006), carnitine metabolism (*q* = 0.02). 

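S3 Table lists 27 genes of the metabolism of lipids as cycling at 18°C. In V1 their harmonic regression *p*-values at 18°C ran from 4.75e-07 to 0.0915 with a median of 0.00408, and 14 of the 27 also had a *p*-value below 0.1 at 25°C. Their circular mean phase at 18°C was ZT 10.4 with a resultant length of 0.326, and 20 of the 27 peaked between ZT6 and ZT18. Among the genes called at 18°C only, *sws* (FBgn0003656, chromosome X from 7956820 to 7968236) had the smallest *p*-value at 18°C, 1.32e-06, with an amplitude of 8.89 ± 1.20 TPM (SE, n = 24 libraries) around a mean of 53.4 TPM and a peak at ZT 15.6. *SCOT* (FBgn0035298, chromosome 3L from 1963143 to 1966805) had a *p*-value of 1.90e-06, an amplitude of 12.6 ± 1.74 TPM around 71.3 TPM and a peak at ZT 4.11. *CG17292* (FBgn0032029, chromosome 2L from 8370454 to 8374250) had a *p*-value of 4.51e-05, an amplitude of 48.5 ± 8.39 TPM around 295 TPM and a peak at ZT 7.27. All 3 share exon bases with other annotated genes: *sws* with *sn* and an antisense RNA, *SCOT* with *CG1927* and a pair of antisense RNAs, and *CG17292* with an antisense RNA. The over-representation test was not recomputed, because the Reactome gene sets beyond those in the supplementary tables were not available.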

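The 5 triglyceride metabolism genes of S3 Table (*mdy*, *Gpo1*, *bmm*, *fabp* and *Lpin*) had V1 *p*-values at 18°C from 9.94e-06 to 0.0779, the 13 genes of fatty acid metabolism from 4.75e-07 to 0.0915, and the 5 of carnitine metabolism (*CG8654*, *CG2765*, *CG7458*, *CG6126* and *whd*) from 2.47e-04 to 0.0893. At 25°C, 3, 8 and 2 genes of these sets were below 0.1 as well. The resultant lengths of the phases at 18°C were 0.460, 0.225 and 0.0853, and 4 of the 5 triglyceride metabolism genes, all but *mdy*, peaked between ZT6 and ZT18.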

At 25°C however, we observed only three significantly over-represented pathways: pentose phosphate pathway (*q* = 0.006), metabolism of amino acids (*q* = 0.04) and derivatives, and ABC family proteins mediated transport (*q* = 0.04). 

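The 6 pentose phosphate genes of S2 Table (*Zw*, *Pgd*, *Taldo*, *CG8036*, *Rpi* and *Rpe*) peaked together in V1 at 25°C, between ZT 6.27 for *Rpe* and ZT 9.14 for *Pgd*, with a resultant length of 0.973. Their harmonic regression *p*-values at 25°C ran from 5.38e-04 for *Zw* to 0.0885 for *Taldo*. At 18°C, 5 of the 6 were below 0.1 as well, all but *Rpi* (*p* = 0.158), and the resultant length of the 6 phases was 0.983. The 21 genes of amino acids and derivatives had *p*-values at 25°C from 2.24e-07 to 0.0716, and 16 of them were below 0.1 at 18°C. For the 13 genes of ABC-family transport the *p*-values at 25°C ran from 5.55e-06 to 0.0980, with 7 below 0.1 at 18°C. The phases of both these sets were spread more widely at 25°C, with resultant lengths of 0.203 and 0.275.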

For genes that were cycling at both temperatures, we observed that the circadian clock pathway is over-represented as expected (*q* = 0.017; S4 Table). In addition, we found that metabolism of lipids to be an over-represented pathway (*q* = 0.018).

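The circadian clock genes that S4 Table lists for both temperatures are 5 of the core clock genes, all but *Clk*, and *cwo* (FBgn0259938, chromosome 3R from 10388258 to 10400752). *cwo* had a V1 *p*-value of 0.0341 at 25°C and 0.00486 at 18°C. Its amplitude was 1.56 ± 0.551 TPM at 25°C and 7.07 ± 1.90 TPM at 18°C (SE, n = 24 libraries each), around means of 16.4 and 26.1 TPM. It peaked at ZT 15.1 at 25°C and ZT 12.7 at 18°C, a difference of 2.45 ± 1.70 hours, which was 1.41 hours in replicate 1 and 4.19 hours in replicate 2.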

Investigating the lipid metabolism pathway more closely, we found that there were 28 and 27 cycling genes involved in the metabolism of lipids at 25°C and 18°C respectively, with only 13 genes cycling under both temperatures. In addition, for the temperature–specific cycling genes within the lipid metabolism pathway, we found that their average *p*-values at the other temperature were close to 0.4; that is, the subset of genes driving the significance of the lipid metabolism pathway are highly temperature–specific, with significant evidence of cycling at one temperature and far from significant at the other. 

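The 14 lipid genes called at 18°C only had a mean V1 *p*-value of 0.484 at 25°C (SD 0.293, from 0.0400 to 0.883), and 1 of them was below 0.1 there. The 15 called at 25°C only had a mean *p*-value of 0.228 at 18°C (SD 0.326, from 0.00203 to 0.939), and 10 of them were below 0.1 there. *sws*, *SCOT* and *CG17292* had *p*-values of 0.137, 0.129 and 0.684 at 25°C. The genes with the smallest *p*-values at 25°C among those called there only were *CG13833* (FBgn0039040), *Spn27A* (FBgn0028990) and *CG9458* (FBgn0037765), with 1.12e-04, 1.80e-04 and 0.00157 at 25°C and 0.00651, 0.456 and 0.00399 at 18°C. With the replicate number as a block (same-numbered libraries deviated together with a correlation of 0.282), the mean *p*-values were 0.401 and 0.174. With a light-dark step as a covariate, which moved the second mean most among the settings with both replicates, they were 0.465 and 0.356.

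**Figure D3:**
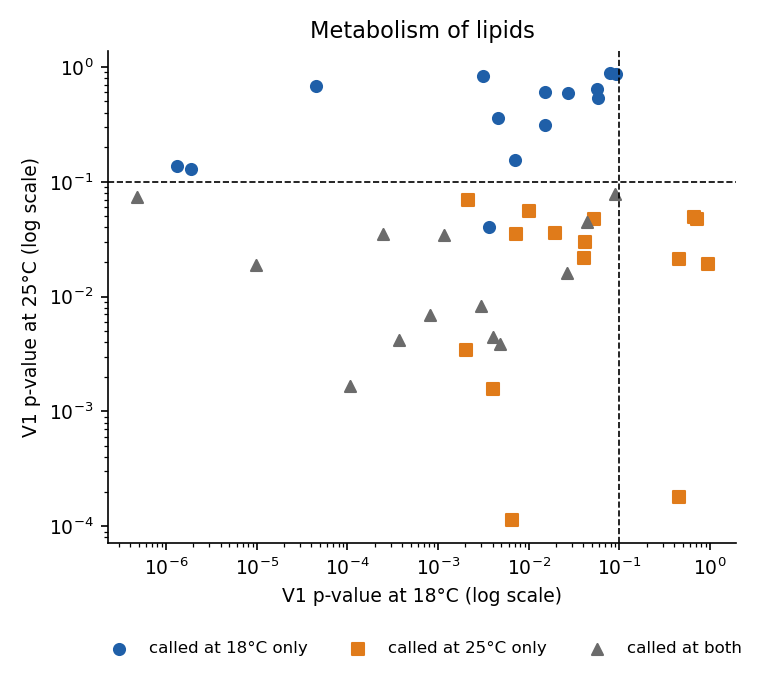
Harmonic regression *p*-values of lipid metabolism genes in V1 at 18°C (horizontal axis, log scale) and 25°C (vertical axis, log scale); each point is a gene, by the temperature at which the paper calls it, and the dashed lines mark 0.1. Of the 15 genes called at 25°C only, 10 lie left of the vertical line, and 1 of the 14 called at 18°C only lies below the horizontal line.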

Together, these results suggest that temperature affects lipid metabolism in the fat body, and that there are mechanisms that exercise precise control of rhythmicity even within the same pathways.

### Distribution of phases

To characterize cycling genes further, we estimated their phases at 25°C and 18°C individually by taking the circular mean of phases estimated from the V1 and V2 experiments. Interestingly, we found that the phase distributions of all detected cycling genes at both temperatures are significantly different (*p* = 0.0002, *W* = 1486, Wheeler-Watson two sample test, *df* = 605 [46, 47]) and were both bimodally distributed, peaking at ZT 2.01 and ZT 20.34 at 25°C and at ZT 8.56 and ZT 21.95 at 18°C (Fig 3B). 

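The V1 phases of the 146 cyclers at 18°C and the 208 at 25°C that S1 to S3 Tables name gave a Watson-Wheeler statistic of W = 11.4 (*p* = 0.0032, 10000 random relabellings of the genes). The supplementary tables name only part of the cyclers, the common ones and those in Reactome. A mixture of 2 von Mises distributions fitted to these phases peaked at ZT 2.74 (weight 0.887) and ZT 20.1 (weight 0.113) at 25°C. At 18°C its peaks were at ZT 6.12 (weight 0.122) and ZT 17.5 (weight 0.878), and the second component was close to flat, with a concentration of 0.0956. The peaks are ordered by ZT, and both their positions and which component came first varied with the replicate used. At 18°C the narrow component fell at ZT 12.0 (weight 0.117) without replicate 1 and at ZT 7.05 (weight 0.174) without replicate 2. The broad one fell at ZT 1.31 and ZT 19.6. Between ZT6 and ZT15, 39.0% of the phases fell at 18°C and 23.6% at 25°C. Over all genes with a V1 *p*-value below 0.1, 37.9% peaked from ZT12 to ZT15 at 18°C. At 25°C, 30.1% peaked from ZT0 to ZT3 and 25.6% from ZT3 to ZT6. For these genes W was 818 (*p* = 1e-04, the smallest that the relabellings can give). Both *p*-values treat genes as independent replicates, which they are not, since they share libraries. Genes that cycle at both temperatures also enter both sets.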

The narrower daytime interval between the gene expression peaks observed at the lower temperature is analogous to the previous observation that morning and evening activity peaks are closer to each other at low temperature [3, 26].

To examine how rhythmic expression was perturbed by temperature, we investigated the genes that were considered cycling at both temperatures (n = 79) (i.e., the intersection of all cycling genes) and found their phases to be highly similar between temperatures, having a circular correlation [48] of 0.79 (Fig 3C). 

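With V1 phases alone, the circular correlation between 18°C and 25°C over the 79 common cyclers of S1 Table was 0.711 (*p* = 1e-05, the smallest that 100000 permutations can give). This is a correlation across genes, which are not independent replicates. On the log2(TPM + 1) scale it was 0.573, and with a single replicate series it was 0.753 without replicate 1 and 0.431 without replicate 2.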

Interestingly, for genes that were considered cycling in both temperatures, we frequently observed a phase advance (Eq 2) in 18°C relative to 25°C (Fig 3C). 

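For the 79 common cyclers, the V1 phase at 25°C minus that at 18°C was above 0 in 62 genes (two-sided exact sign test across genes, *p* = 3.59e-07). The median was 1.67 hours, with a 95% bootstrap interval over genes from 1.08 to 2.47 hours. The replicate block leaves phases as they are in this balanced design. Adding a light-dark step as a covariate gave 67 genes and moved the median most, to 2.39 hours, and without replicate 2 there were 57 genes. The gene with the largest advance was *CG31145* (FBgn0051145, chromosome 3R from 23605751 to 23669659), which peaked at ZT 18.1 at 25°C and ZT 9.18 at 18°C, 8.91 ± 1.71 hours apart (SE, n = 24 libraries per temperature), with 9.07 hours in replicate 1 and 8.76 hours in replicate 2. The largest delay was that of *CG9590* (FBgn0038360, chromosome 3R from 15786703 to 15788339), from ZT 22.5 at 25°C to ZT 3.14 at 18°C, a difference of -4.65 ± 1.32 hours, with -4.64 hours in replicate 1 and -5.04 hours in replicate 2.

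**Figure D4:**
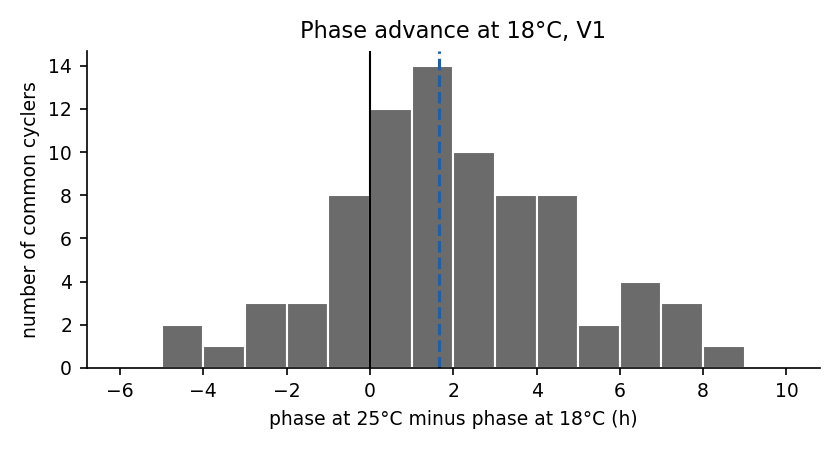
Number of common cyclers (vertical axis) by the V1 phase at 25°C minus the phase at 18°C in hours (horizontal axis, bins of 1 hour). The solid line marks 0 and the dashed line the median of 1.67 hours; 62 of the 79 genes lie to the right of 0.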

In the V1 experiment, 61 of the 79 common cyclers show a phase advance at 18°C, with a median phase change of +1.91 hours in 18°C relative to 25°C. This is a significantly above 0 (*p* = 1.27 × 10^−6^; circular median test [49, 50]), indicating a predominant phase advance amongst the genes that cycle at both temperatures. Similar results obtain for experiment V2 (57 of 79 genes showing phase advance, with a median phase advance of +1.76 hrs in 18°C, *p* = 1.02 × 10^−4^). The concordance of the phase shifts observed in V1 and V2 is further illustrated in S5 Fig.

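In V1, 48 common cyclers peaked from ZT0 to before ZT12 at 25°C, and 38 of them were earlier at 18°C, with a median advance of 1.65 hours. The other 31 peaked from ZT12 to before ZT24, and 24 of them were earlier at 18°C, with a median of 1.77 hours. The medians differed by -0.119 hours (two-sided permutation test across genes, *p* = 0.779). Without replicate 1 the sign of this difference changed, to 0.172 hours (*p* = 0.977), so no difference between the sets was detectable.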

Interestingly, the phase shift for the common cyclers appears to be the same regardless of the peak phase of the gene; that is, among the common cyclers, we observe both the morning–peaking genes and the evening–peaking genes having a phase advance in 18°C. This implies that the differential change in the peaks of the phase distribution observed in Fig 3B are primarily attributable to temperature–specific cyclers.

In summary, we observed that environmental changes can impact the circadian transcriptome in two ways. First, circadian control of gene expression is temperature–specific, with many genes detectably cycling at only one temperature and either not oscillating, or oscillating with very small amplitude, at the other. 

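For the 67 genes that the supplementary tables name at 18°C only, the V1 amplitude in TPM at 25°C was a median of 0.475 of that at 18°C, the median *p*-value at 25°C was 0.295, and 11 genes were below 0.1. For the 129 genes named at 25°C only, the amplitude at 18°C was a median of 0.865 of that at 25°C, the median *p*-value at 18°C was 0.111, and 64 genes were below 0.1. Each set was selected for a low *p*-value at its own temperature, which by itself lowers the ratios. A fitted amplitude is above 0 even for a gene without a rhythm, so the ratios alone do not show that an oscillation remained.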

Second, temperature impacts the phase of rhythmic genes, potentially mediated by the phase advance observed in the core clock genes.

### Network phase organization

We next examined phase organization with respect to the gene regulatory network obtained from the Reactome database [38] via the R Graphite library [36, 37]). Since the network only contained a subset of the genes, we first checked whether these were representative of all genes by testing whether the phase distribution of genes on the network differed from that of all detected cycling genes. We found that the Reactome genes did not have a significantly different phase distribution relative to all genes (18°C: *p* = 0.82, *W* = 14.53, *df* = 241; 25°C: *p* = 0.33, *W* = 124.04, *df* = 363; Wheeler-Watson two sample test [46, 47]) suggesting that these are a representative sample. We then tested whether the connectivity of a gene is predictive of its rhythmicity. Comparing the degree distributions of 18°C and 25°C cycling genes to that of all genes, we observed that these distributions were not significantly different from one another (S6(A) Fig; 18°C vs 25°C: *p* = 0.2, *D* = 0.13; 18°C vs all: *p* = 0.17, *D* = 0.11; 25°C vs all: *p* = 0.48, *D* = 0.07; Kolmogorov-Smirnov test).

We then examined whether cycling genes are co-localized on the network by computing pair-wise distances between 18°C and 25°C cycling genes separately, and comparing these distance distributions to that obtained from all genes. We found that the cycling genes at both 18°C and 25°C tend to have smaller network distances than expected from all genes on the network (S6(B) Fig; 18°C cyclers vs all: *p* = 2 × 10^−16^; 25°C cyclers vs all: *p* = 2 × 10^−16^; Wilcoxon rank sum test). This finding implies localization of cycling genes with respect to the graph.

If it is the case that cycling genes are coordinated by the gene regulatory network, we may expect that genes that are closer together on the network will exhibit smaller phase differences than those that are farther apart. To test this idea, we quantified the association between phase differences between gene pairs and their geodesic distances (length of the shortest path on the network, illustrated in Fig 2C). As shown in Fig 4A, we found that the phase difference distributions computed at the two temperatures exhibit distinct patterns. At 25°C, the median phase difference at each geodesic distance remained approximately constant (slope = 0.025, *p* = 0.69, *df* = 4, linear regression). By contrast, at 18°C the median phase difference steadily increased with geodesic distance (slope = 0.30, *p* = 0.019, *df* = 4, linear regression). This implies that at 18°C, phases are organized with respect to the gene regulatory network. To determine if such organization would occur by chance, we constructed a null model by randomly reassigning the locations of cycling genes on the network 5000 times (Fig 4B). Compared to the null model, the phase differences of immediate neighbours at 18°C were significantly smaller than that of any pair of genes selected by chance (*p* = 0.018, Fig 4B). Likewise, we observed that the phase differences of gene pairs that are distant on the network tend to be large (*p* = 0.003 and *p* = 0.03 for geodesic distances of five and six respectively), consequent of the fact that genes with similar phases are nearby. At 25°C however, none of the median phase differences on the network were significantly larger or smaller than expected by chance.

**Fig 4:**
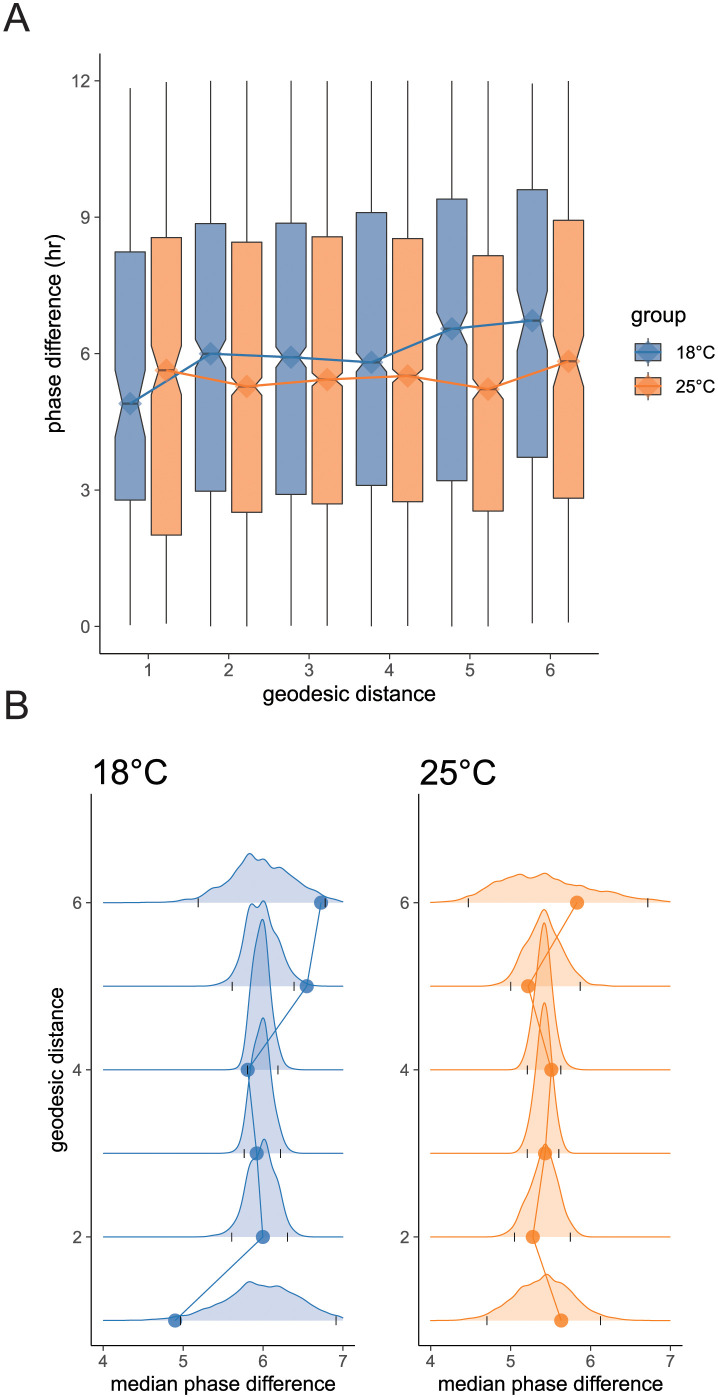
Phase differences with respect to the gene regulatory network. (A) Distribution of phase differences of gene pairs with at given geodesic distances. Lines connect the median under the two temperatures. (B) Observed median phase difference (points) at each geodesic distance compared to the null distribution (curves) of expected phase differences at each distance. Grey tick marks on the *x*-axis below each distribution indicate the 0.025 and 0.975 quantiles of the null distribution. Points lying outside the tick-marks are significant at the *α* = 0.05 level.

We considered the association between network position and phase to be evidence of phase organization across the network. We observed this in the low temperature condition only, and we reason that there are several plausible explanations: either we have reduced ability to detect cycling genes and estimate phases at 25°C due to increased transcriptional noise or increased cell-cell desyncrony, or there is a true biological reprogramming of the circadian transcriptome. To investigate these possibilities, we conducted two additional analyses.

First, we reasoned that an higher temperatures may increase transcriptional noise, hindering our ability to detect cycling genes at 25°C compared to 18°C. To test this, we exploited the fact that most genes do not show rhythmic behavior, quantified the gene expression variance for all genes in all four datasets (two from V1 and two from V2), as shown in S7(A) Fig. We found that gene expression variance was higher at 25°C than 18°C in the V1 experiment (*p* = 0.0005, two tailed Wilcoxon signed rank test), but (strongly) higher at 18°C relative to 25°C in the V2 experiment (*p* = 2 × 10^−16^, two tailed Wilcoxon signed rank test). 

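Over the 7157 genes of V1, the variance of TPM across the 24 libraries of a temperature was higher at 25°C for 4020 genes (56.2%). The median log2 ratio of 25°C to 18°C was 0.24, a ratio of 1.18 (two-sided Wilcoxon signed-rank test across genes, which are not independent replicates, *p* = 2.46e-07). Around the harmonic fit the median log2 ratio was 0.30 (*p* = 1.00e-19), and between the replicates of a time point it was 0.27 (*p* = 2.23e-06). On the log2(TPM + 1) scale the median log2 ratio was 0.05 (*p* = 0.478). For TPM itself, the median log2 ratio was -0.01 without replicate 1 (*p* = 0.216) and 0.51 without replicate 2 (*p* = 1.03e-36).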

When the variances from V1 and V2 are combined, the increased variance at 18°C relative to 25°C in V2 dominates, such that 18°C appears to have higher variance overall (*p* = 2 × 10^−16^). This result, and the lack of consistent association between V1 and V2, suggests that there is no evidence for increased variance at higher temperatures.

Alternatively, we might also observe a loss of rhythmicity if cells become asynchronous under higher temperature, effectively damping the oscillations that could be observed in the bulk; because our data were collected using bulk RNA sequencing, successful detection of rhythmic activity requires most cells to oscillate synchronously. A loss of synchrony amongst cells would result in a lower amplitude observed in the bulk, even amongst cycling genes. We thus tested whether the amplitude of genes that were detected as cycling under both temperatures exhibited reduced amplitude at higher temperatures (S7(B) Fig). 

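In V1, the harmonic regression amplitude in TPM of the 79 common cyclers was higher at 25°C in 26 genes. The median log2 ratio of 25°C to 18°C was -0.25 (two-sided Wilcoxon signed-rank test across genes, *p* = 1.78e-04). For the amplitude relative to each gene's mean, the median log2 ratio was -0.05 with 37 genes higher at 25°C (*p* = 0.302), and for the amplitude of log2(TPM + 1) it was -0.07 with 36 genes higher (*p* = 0.116). With a single replicate series, the median log2 ratio in TPM was -0.58 without replicate 1 and -0.28 without replicate 2.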

We observed decreased oscillation amplitude at 25°C relative to 18°C in the V1 experiment (*p* = 5 × 10^−5^, two tailed Wilcoxon signed rank test), but an increased oscillation amplitude at 25°C relative to 18°C in the V2 experiment (*p* = 0.017, two tailed Wilcoxon signed rank test). Combining the V1 and V2 amplitudes destroys any association between temperature and amplitude (*p* = 0.2). As before, we observed no consistent association between oscillation amplitude and temperature, implying that the tissue is likely to be equally well synchronized at 18°C and 25°C.

These results suggest that the effect we observe (increased cycling and phase organization at 18°C) is due to temperature–dependent changes in circadian gene regulation. By considering oscillation amplitude and gene expression variance, we reason that the lack of phase organization at 25°C is not simply a consequence of either increased transcriptional noise or loss of cell-cell synchronization.

## Discussion

By conducting bulk RNA sequencing at different temperatures, we identified genes in *Drosophila melanogaster* that cycle in a temperature–dependent manner. Genes under circadian control at 18°C tend to peak later in the morning than those oscillating at 25°C. We further found that the location of cycling genes on the gene regulatory network exhibits statistical evidence of phase assortativity (clustering of similar phases on the network) at 18°C, and thus hypothesize that rhythmic gene expression is coordinated along the network at lower temperatures. The differences in cycling primarily affected the activity of pathways associated with lipid metabolism, suggesting that the fruit-fly uses the circadian clock to alter its metabolism in lower temperature conditions.

Our study extends previous research in several ways. First, existing studies of circadian oscillations have focused primarily on the identification of rhythmic transcripts [7] or the function and impact of a small group of genes under circadian control [51, 52]. However, these studies have have not shed light on circadian oscillations in the context of gene-gene interactions. Our network-based approach provides additional insight into how the circadian rhythm coordinates gene expression. Second, our work demonstrates that a long–lasting temperature change, spanning multiple days, can alter circadian transcriptional regulation. This complements previous studies demonstrating that diurnal temperature cycles can also drive the cyclic expression of genes [14, 53, 54]. By assaying gene expression at constant temperatures, we isolate temperature–specific circadian oscillations from temperature–driven cycling. A more naturalistic experiment, in which a baseline change in temperature is combined with a diurnal thermal cycle about the new baseline, could be the focus of future work.

Our findings are the first to indicate that changes in circadian transcriptional control accompany non-cyclic changes in temperature. We propose that the fact that the morning gene expression peak shifts later at lower temperatures, consistent with a shorter winter day, may be evidence for a program of seasonal adaptation in the fly. That is, at lower temperatures, the fly not only changes its metabolic activity, it also changes *when* that metabolic activity happens. We emphasize here that the flies continued to receive a 12:12 light:dark photocycle, and thus this change was driven by temperature alone; transcriptomically, however, the fly appears to be anticipating a shorter photoperiod. The interplay between the clock and thermal acclimation has also been noted in the other direction; photoperiod cues have been shown to influence heat resistance in *Drosophila buzzatti* [55, 56]. While it has been shown that the circadian rhythm can act as a seasonal timer, with photoperiod cues altering behavioral adjustment to variations in daylength and season [57], our work indicates that temperature cues may enable the animal to *anticipate* changes in the photoperiod.

We further posit that the increased coordination of gene expression activity (i.e., the greater organization of cycling genes with respect to the network) may be advantageous for enhancing metabolic efficiency under suboptimal conditions (“suboptimal” in the sense that enzymatic activity will be reduced at 18°C due to Arrhenius scaling, and that *D. melanogaster* are observed to prefer 25°C [26, 55]). This conjecture is supported by other work [58] showing that circadian regulation of gene expression is necessary for flies to adapt to lower–nutrient conditions. In that study, flies given a 5% sucrose–yeast solution (vs. 15%, as in our study) exhibited lifespan elongation, but only when they had a functioning clock; *Clk* mutant flies, which lack behavioral and transcriptional rhythms, showed no change in lifespan as a function of dietary restriction. Clock coordination of gene expression (specifically, rhythmic control of proteolysis) was necessary to enable flies to live longer in nutrient–poor conditions. Similarly, flies at 18°C also exhibit lifespan elongation [59], and we propose that the clock may play a role in this as well by amplifying metabolic pathways at the times when the fly is likely to be most active (meteorological dawn and dusk). This hypothesis could be investigated by examining lifespan at different temperatures in wildtype and *Clk* mutant flies. As another possible follow-up experiment, one could attempt to induce particular genes in the network to oscillate using a GAL4-UAS system similar to Ulgherat et al [52]. By inducing certain genes to oscillate under direct control of the core clock, it may be possible to recreate the 18°C phase organization at 25°C. One may then study whether recovering the phase organization recapitulates phenotypes observed at 18°C, such as lifespan elongation [59].

Our observations suggest a mechanism by which having a clock may confer an evolutionary advantage. The “circadian resonance hypothesis” [60] postulates that synchronization between environment and oscillatory metabolic processes contributes to longevity, and multiple studies appear to support this idea [61–63]. *How* this occurs remains an open question, however. Our study suggests that rhythmic expression of metabolism–associated genes in the fat body and temperature–dependent phase organization may be conducive to circadian resonance throughout the year. Further insights into the fitness consequences of the interplay between the clock, metabolism, and temperature could be obtained by studying other *Drosophila* species. For instance, one may investigate whether species that exhibit lower cold resistance [26, 55, 64] also exhibit a smaller change in phase organization at low temperatures.

We acknowledge that our study only considers one type of environmental perturbation, namely a step change from high to low temperature. To fully understand how circadian control changes with environment, it would be useful to conduct similar studies under a wider range of conditions. For example, it would be valuable to conduct similar experiments at a range of temperatures in order to investigate how cycling and phase organization changes under finer temperature changes. It may also be of interest to investigate other tissues, as circadian synchronization and entrainment is known to differ between central and peripheral clocks [5, 65, 66]. Additionally, our study only probed transcriptomic changes; temperature–dependent post–translational modifications could not be probed here, but would give deeper insights into the effect of temperature on metabolism.

Finally, an open question is how quickly the genes change their cycling behavior to adapt when the temperature changes. Observing the transient dynamics of gene expression activity immediately following the temperature change can yield insights into this question. For investigations of this question using the V2 data, the reader is referred to [41].

## Materials and methods

### Experimental study design

All experiments were carried out with Iso31 flies (Bloomington Drosophila Stock Center ID: 5905). Age–matched female flies were collected and aged for ∼3 days with males before being transferred to an entrainment incubator. All flies were entrained with 12:12 LD cycles, with a 15% sucrose–yeast diet. Following three days of entrainment, the experimental group was shifted to 18°C (at approximately seven days old), while the control group was kept at 25°C.

For the V1 experiment, flies were held in 25°C or 18°C for five days prior to sampling. Fatbody samples were collected on Day5 from ZT02 to ZT24 every two hours with two replicates at each time point (Fig 1B).

For the V2 experiment, sampling began immediately following the temperature perturbation, with one replicate collected every two hours and another every six hours during the first two days(from ZT0 day one to ZT12 day two). Additional samples were then collected after the flies adapted to the new conditions, with one replicate collected every two hours and another replicate approximately every six hours from ZT04 Day 4 to ZT18 Day 5 (Fig 1B). In the present analysis, we used only the data collected on day four and five.

### Fat body dissection

Flies were directly dissected without dry ice to harvest fat tissues in the abdomen. Pinned flies were cut to remove organs in the abdomen (intestine, ovaries, malpighian tubules, etc.). Fat tissue attached to epidermis was collected. Fat body from ∼10 flies were harvested within 10 minutes for each time point of RNA-Seq analysis.

### RNA extraction

RNA was isolated from the abdominal fat bodies using Trizol LS (ThermoFisher, #10296028). 300 *μ*L of Trizol LS was added to fat bodies in 100 *μ*L of PBS. The tissue was homogenized with a motorized pestle for 2 minutes before adding another 600 *μ*L of Trizol LS (3:1 mixture of Trizol LS:PBS). The resulting solution was centrifuged at 12,000g for 10 minutes at 4°C. The aqueous supernatant layer was collected in a new tube, while carefully avoiding disturbing the other layers of the phase separated solution. RNA was extracted from the aqueous supernatant layer by vigorously shaking with 240 *μ*L of chloroform (Fisher Scientific, #C298), again carefully avoiding other layers following phase separation. The aqueous phase was transferred to a new tube and the RNA was precipitated by incubating at room temperature with 500*μ*L of 100% isopropanol (Sigma-Aldrich, #I9516). Following centrifugation at 12,000g for 10 minutes at 4°C, the supernatant was removed leaving only the RNA pellet. The pellet was washed with 1 mL of 75% ethanol (Sigma-Aldrich, #E7023), then air dried for 5–10 minutes before resuspension in RNase–free water.

### RNA-seq, experiment V1

cDNA libraries were constructed with poly(A) selected mRNA using Truseq RNA library preparation kit and then sequenced at the Genomics Core Facility at the University of Chicago on Illumina HiSeq 2000 System.

### RNA-seq, experiment V2

Purified RNA was sent to Novogene (Sacramento, CA) for library preparation. Libraries were prepared from mRNA purified from total RNA using poly-T oligo-attached magnetic beads (NEBNext Ultra II RNA Library Prep kit for Illumina, New England Biolabs, E7775). Non-stranded library preparation was carried out using the NEBNext Ultra II RNA Library Prep kit for Illumina according to manufacturer protocol. Libraries were subsequently sequenced on a Novaseq 6000 S4 flow cell. 20 million paired-end reads (PE150) were generated for each sample.

### Read alignment

Bulk RNA seq data were first quality checked using FastQC [30] and trimmed using Atropos [31]. Reads (deduplicated for V2) were aligned and quantified using STAR [32] and RSEM [33] to the Ensembl *Drosophila melanogaster* BDGP6.32 reference (release 107) using standard parameters (see S1 Appendix for detailed protocols).

### Data preprocessing

We selected genes with median TPM (transcript per million)> 5 in either the 18°C or 25°C condition, consistently across the two experiments. 6774 genes passed this filter in total. Only these genes were used in further analysis.

### Quantification of phase differences

The angular separation between two angles *φ*_1_ and *φ*_2_ in radians is given by

$$\begin{array}{c} \Delta \varphi =\text{arg}\;(\frac{e^{i\varphi_{1}}}{e^{i\varphi_{2}}})\;. \end{array}$$ (1)

In hours, the signed phase difference Δ*ϕ* is thus

$$\begin{array}{c} \Delta \phi =\text{arg}\;(\frac{\text{exp}\;(i\frac{2\pi }{24}\phi_{1})}{\text{exp}\;(i\frac{2\pi }{24}\phi_{2})})\frac{24}{2\pi }\;, \end{array}$$ (2)

where *ϕ*_1_ and *ϕ*_2_ are the phases (in hours) of detected cycling genes. Δ*ϕ* > 0 indicates a *phase advance* of *ϕ*_1_ relative to *ϕ*_2_; Δ*ϕ* < 0 indicates a *phase delay*.

The absolute phase difference |Δ*ϕ*| in hours is equivalent to

$$\begin{array}{c} \left|\Delta \phi \right|=\text{min}\;(|\phi_{1}-\phi_{2}|,24-|\phi_{1}-\phi_{2}|)\;. \end{array}$$ (3)

### Identification of rhythmic genes

Harmonic regression was used to identify cycling genes and estimate phases. For each gene, we have two *p* values and phase estimates, one from the V1 experiment and one from the V2 experiment. A gene is considered to be cycling if both the *p* < 0.1 in *both* V1 and V2, and the phase estimates differ by no more than three hours (|Δ*ϕ*| < 3*h*).

Although we used harmonic regression to conduct cycling detection, which can be vulnerable to false positives, we reasoned that our combination of the V1 and V2 data mitigated this concern. Additionally, we compared the performance of harmonic regression and JTK-CYCLE and observed that while *p*-values from JTK-cycle tend to be higher, the two methods produce the same phases and correlated *p*-values (see S1 Fig).

### Differential cycling analysis

Differential cycling analyses were conducted using the limorhyde [34] and the limorhyde2 [35] package in R following its standard procedures with default parameters.

### Network analysis

The network used in our analysis was constructed using the graphite package in R [36, 37]. We first constructed a graph of all genes by taking the graph union of all pathways from the Reactome [38] database (as given in the graphite R package). To facilitate later analysis, the largest connected component within this graph of all genes was extracted. Given our interest in understanding phase organization, small disconnected networks will not be as informative, hence this largest component was used for subsequent analysis. We note, furthermore, that the largest connected component comprises the majority of genes and edges in the graph. The original network contained 4080 nodes and 212,808 edges; the largest connected component contained 3875 nodes and 205,758 edges.

### Over-representation analysis

Over-representation analysis of individual Reactome pathways was conducted using “enrichPathway” function in clusterProfiler package in R [39, 40] with default parameters. For GO analysis, we used the “enrichGO” function in the same package with the same default parameters. All genes that passed the median threshold were used as the universe input.

## Supporting information

S1 Fig Comparison of harmonic regression and JTK-cycle. (A) Phases of cycling genes estimated using harmonic regression and JTK-CYCLE. (B) *p*-values estimated using harmonic regression and JTK-CYCLE (log scale). In all panels, the red line indicates *y* = *x*.
(PDF)

S2 Fig Idntifying circadian genes. Heatmap showing the *Z*-scored TPM of genes identified as cycling in the V2 experiment. For visualization purposes, replicates were averaged.
(PDF)

S3 Fig Computing false discovery rate. Number of identified cycling genes (A) and false discovery rate (B) as a function of harmonic regression *p*-value thresholds under different |Δ*ϕ*| thresholds. Blue: 25°C. Black: 18°C. Our selected thresholds, *p* < 0.1 and |Δ*ϕ*| < 3 yields FDRs of 0.07 and 0.047 in 18°C and 25°C, respectively.
(PDF)

S4 Fig The core clock genes showed robust oscillation across experiments. (A) Phases of the core clock genes estimated in the V1 and V2 experiments. The dashed line indicates *y* = *x*. (B) Centered TPM of core clock genes. Replicates were concatenated for V1 and averaged for V2 for visualization.
(PDF)

S5 Fig Estimating phase shift across experiments. Phase shift of genes that cycle under both temperatures, as estimated via limorhyde2 for the V2 and V1 experiments. The red line indicates *y* = *x*.
(PDF)

S6 Fig Network properties of cycling genes. (A) Degree distributions of genes detected as cycling under the two temperatures, as well as all genes. (B) Geodesic (network) distance distributions for gene pairs that are cycling under the two temperatures, as well as all gene pairs.
(PDF)

S7 Fig Comparison of variance and amplitude in 25°C relative to 18°C in the two datasets. (A) Gene expression variance for all genes passing filtration in V1 and V2. (B) Oscillation amplitude of genes cycling under both temperatures in V1 and V2. In all plots, red lines indicate *y* = *x*.
(PDF)

S1 Appendix Supplementary information. Additional details regarding read alignment and the application of JTK-CYCLE.
(PDF)

S1 Table Information on common cyclers across experients. 

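The V1 columns of S1 Table hold, for each of the 79 genes, the phase and *p*-value of a harmonic regression at each temperature. The same regression on the deposited TPM gave *p*-values that differed from the table's by at most 8.24e-04 in log10 units at 18°C and 0.00160 at 25°C, and phases that differed by at most 4.99e-09 hours at 18°C and 4.74e-09 hours at 25°C. The limorhyde *p*-value of the table is taken here to test the difference in rhythm between the temperatures in a joint fit. In the table, the paper's V1 value is below 0.05 for 25 of the 79 genes. In the limma fit to the V1 libraries, 33 of the 79 had an unadjusted *p*-value below 0.05 and 8 an adjusted one. These counts were 38 and 22 with the replicate number as a block. They were 33 and 3 without replicate 1, and 18 and 0 without replicate 2. None of the fits tried matched the table's limorhyde *p*-values gene by gene, so only the counts are compared.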

Harmonic regression phase, *p* value, and limorhyde *p* value of genes that were considered cycling in both experiments.
(CSV)

S2 Table Functional analysis of 25°C cyclers. Reactome pathways enriched by genes considered to be cycling under 25°C.
(CSV)

S3 Table Functional analysis of 18°C cyclers. Reactome pathways enriched by genes considered to be cycling under 18°C.
(CSV)

S4 Table Functional analysis of common cyclers. Reactome pathways enriched by genes considered to be cycling under both temperatures.
(CSV)

# Supplementary material for: Temperature-driven coordination of circadian transcriptional regulation
**Source:** PLoS Comput Biol. 2024 Apr 22;20(4):e1012029. doi: 10.1371/journal.pcbi.1012029
**Supplement:** S1 Appendix — Additional details regarding read alignment and the application of JTK-CYCLE.

# Supplementary Material

Bingxian Xu<sup>1,2</sup>, Dae-Sung Hwangbo<sup>3,4</sup>, Sumit Saurabh<sup>5</sup>, Clark Rosensweig<sup>2,4</sup>, Ravi Allada<sup>2,4,10,11</sup>, William L. Kath<sup>1,2,4,8</sup>, and Rosemary Braun<sup>1,2,6,7,8,9</sup>

April 6, 2024

## Read alignment

Basic quality checking of sequence files was performed with FastQC [1]. Paired-end reads were first trimmed using Atropos version 1.1.31 [2] using the options

```
atropos trim --aligner insert -a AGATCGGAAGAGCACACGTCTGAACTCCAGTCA \  
-A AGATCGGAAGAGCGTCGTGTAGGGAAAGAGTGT --minimum-length 50
```

Reads were then aligned and quantified using STAR [3] (version STAR\_2.7.10a\_alpha.220818) and RSEM [4] (version 1.3.1). STAR and RSEM indexes were first built using the Ensembl *Drosophila melanogaster* BDGP6.32 reference (release 107) using standard parameters. STAR was used with the options

```
--outFilterType BySJout --alignIntronMax 1000000 \  
--quantMode GeneCounts TranscriptomeSAM
```

to produce raw counts and also a BAM file with reads aligned to transcriptome. RSEM was then used with options `--paired-end --strandedness none` to produce tags-per-million (TPM) counts for each gene from transcriptome alignments. Postprocessing of the count data into table form was performed with custom Perl, Python and shell scripts.

Because FastQC reported significant sequence duplication in the samples, we also performed the same analysis as above after deduplicating the reads. First, a BAM file was created using STAR with the options

```
--outFilterType BySJout --alignIntronMax 1000000 \  
--outSAMmultNmax 1 --outSAMtype BAM SortedByCoordinate
```

to produce only uniquely mapped reads, and then duplicate paired-end reads were removed using bamUtil [5] with the options

```
bam dedup --rmDups --excludeFlags 0xB04 --oneChrom
```

The resulting reads were then re-aligned with STAR to produce a BAM file with reads aligned to the transcriptome, followed by RSEM with the same options as above to produce TPM counts. De-duplication significantly decreased the number of reads with large TPM values (e.g.,  $> 100$ ), and as the result the TPM values of genes with smaller TPM values were increased by approximately a factor of 1.6-1.7. Deduplicated reads were used throughout the paper.

Single-end reads were quality-assessed with FastQC and then trimmed with Atropos using the options

```
atropos -a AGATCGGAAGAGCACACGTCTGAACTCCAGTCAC --minimum-length 16
```

Reads were then aligned and quantified using STAR with the same options as before,

```
--outFilterType BySJout --alignIntronMax 1000000 \  
--quantMode GeneCounts TranscriptomeSAM
```

followed by RSEM with the options `--strandedness none`.

## Comparison against JTK-CYCLE

JTK-CYCLE was used to validate the performance of harmonic regression. For the V2 experiment, replicates were averaged first before the standard JTK-CYCLE protocol with period 24 hr and sampling interval 2 hrs.  $p$  values computed from JTK-CYCLE were highly correlated with those computed using harmonic regression (log linear regression: V1 25°C slope: 0.81; V1 18°C slope: 0.85; V2 25°C slope: 0.69; V2 18°C slope: 0.80; S1B Fig).

## References

- [1] S. Andrews. FastQC: a quality control tool for high throughput sequence data. Available online at <https://www.bioinformatics.babraham.ac.uk/projects/fastqc/>, 2010. Accessed 7 November 2022.
- [2] John P. Didion, Marcel Martin, and Francis S. Collins. Atropos: specific, sensitive, and speedy trimming of sequencing reads. *PeerJ*, 5:e3720, 2017.
- [3] Alexander Dobin, Carrie A. Davis, Felix Schlesinger, Jorg Drenkow, Chris Zaleski, Sonali Jha, Philippe Batut, Mark Chaisson, and Thomas R. Gingeras. STAR: ultrafast universal RNA-seq aligner. *Bioinformatics*, 29(1):15–21, January 2013.
- [4] Bo Li and Colin N. Dewey. RSEM: accurate transcript quantification from RNA-Seq data with or without a reference genome. *BMC Bioinformatics*, 12:323, 2011.
- [5] Bamutil. <https://genome.sph.umich.edu/wiki/BamUtil>, 2011. Accessed 7 November 2022.

How the deposited data were processed for this re-analysis (not part of the article)

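RNA of abdominal fat bodies was measured in wild-type flies of the V1 experiment at 18°C and 25°C, with 24 libraries per temperature. The same deposited table holds 24 libraries of wild-type flies on a diet of 5% sucrose and yeast (5% SY) at 25°C, at the same 12 time points, and 12 libraries of Clk-Jrk mutants on the 15% SY diet at 25°C, at 6 time points 4 hours apart. The paper does not report on these last 2 groups. The samples were grouped by genotype, diet and temperature as their labels give them. The labels place the time points from ZT0 to ZT22 in their protocol text and from ZT2 to ZT24 in the sample titles, as in the paper, and the titles were used. The V2 libraries were not analysed here.

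The authors quality-checked single-end reads with FastQC, trimmed them with Atropos, aligned them with STAR and quantified them with RSEM against an Ensembl annotation of BDGP6, without regard to strand and without removing duplicates. The deposited values are TPM, which the authors obtained from RSEM; they sum to the same total in each library and are given to 2 decimals. TPM keeps no read counts, so the depth of the libraries and the counting error of each value are unknown, and all errors come from the spread of libraries. No normalization was added in the main results. Gene symbols are those in the table, and 17790 of its 17869 FlyBase genes have an entry in the gene name table used. Positions and overlaps between exons come from a later Ensembl release of the BDGP6 annotation than the authors'.

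Genes with a median TPM above 5 at 18°C or 25°C in V1 were kept. For each of them, TPM was regressed on an intercept and the cosine and sine of a 24 hour period, separately in each group, with the F-test *p*-value and the threshold of 0.1 that the paper uses. Phases are peak times in ZT hours, with standard errors by the delta method. JTK-CYCLE was implemented with its exact null distribution, a period of 24 hours and a Bonferroni step over the phases. The cyclers of the paper were taken from S1 to S4 Tables, which name 146 cyclers at 18°C and 208 at 25°C. The tables give the names of common cyclers and of cyclers in Reactome only. Phase differences were signed on the circle as in the paper, so that an advance at 18°C is positive. Phase distributions were compared by the Watson-Wheeler test with 10000 relabellings, circular correlations and differences of medians by 100000 permutations, and variances and amplitudes by the Wilcoxon signed-rank test, all two-sided. Differences in rhythm and in mean expression between 18°C and 25°C were tested with limma on log2(TPM + 1) over the 48 libraries, with Benjamini-Hochberg adjustment of the limma *p*-values over the genes kept and a threshold of 0.05.

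Replicates 1 and 2 carry the same numbers in all groups in the sample labels, and nothing else in the labels pairs them. The main fits leave the replicate number out, and the fit with the replicate number as a block was an alternative. The correlation of deviations between same-numbered libraries at 18°C and 25°C was taken on log2(TPM + 1) after subtracting the mean of each time point.

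The genes named in the text were chosen by a rule set before the data were examined. It takes the genes the paper names, the 5 genes with the smallest limma interaction *p*-values among those that change in the same direction in both replicate series, the common cyclers with the largest advance and delay, the 3 lipid genes specific to each temperature with the smallest *p*-value at that temperature, and the 3 genes that rise most and the 3 that fall most in mean expression among those that change in the same direction in all 24 pairs of libraries.

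The alternatives were log2(TPM + 1) and log2(TPM + 0.1) in place of TPM, scaling by the median of ratios, other filters on low values, a threshold of 0.05, JTK-CYCLE in place of harmonic regression, the replicate block, a step between the light phase (up to ZT12) and the dark phase as a covariate, other sets of genes, other sizes of pathways, and each replicate left out. To set the counts of genes against chance, the libraries of each group were put in 100 random orders, and the temperatures were exchanged within random pairs of libraries of the same time point and replicate number in 100 splits, the real one included. The orders and the splits were also run with the replicate block, the splits for differences in rhythm once more after each gene's mean at each temperature was subtracted, and 100 orders within the light and dark phases were run with the light-dark step.

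The methods were tested on simulated data, with noise drawn independently for each gene and library. The simulations held no replicate series and no effects shared by the genes of a library. Their error rates need not hold for these libraries. Among 7157 genes with 200 made rhythmic at an amplitude of 1.5 residual standard deviations, harmonic regression recovered 200 and JTK-CYCLE 197 at the threshold of 0.1. Of the other genes, 9.47% were below 0.1 with harmonic regression and 2.67% with JTK-CYCLE. The median phase error was 0.524 hours with harmonic regression and 0.722 hours with JTK-CYCLE. The limma test of mean expression recovered 195 of 200 changed genes, with 2.01% of its calls false, and the limma test of rhythm recovered 77 of 200, with 6.10% of its calls false.

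The network results and the over-representation tests of the paper were left out, since they need the Reactome network and gene sets, and the comparisons between V1 and V2 were left out for want of V2 values. The computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1.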

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

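Of the tests in this part, the comparison of replicate deviations between the diets was chosen only after the result it tests was seen, and the random orders of the libraries were chosen after the counts of genes with a p-value below 0.1 in each group were known, and those with the replicate block after all other results here.

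The paper does not report on the Clk-Jrk mutant libraries, and 1220 of the 7157 genes (17.0%) had a harmonic regression p-value below 0.1 in them, against 476 in the wild-type libraries at 25°C and the same 6 time points. The labels hold for the clock: *tim* lay between 1.57 and 5.70 TPM in the 12 mutant libraries and between 9.70 and 126.41 TPM in the 24 wild-type libraries at 25°C, and the p-values of the 6 core clock genes in the mutants ran from 0.176 for *per* to 0.491 for *tim*. Random orders of the mutant libraries within each replicate series gave as many genes in 22 of 100 cases, and random orders of the time points shared by both series in 30 of 100. In the fit with the replicate number as a block, for which the deviations of same-numbered libraries at 18°C and 25°C correlated by 0.282, 1180 genes passed, and 23 and 31 of 100 orders gave as many. A rhythm driven by the light-dark cycle without the clock might place these genes near their wild-type phase. For this comparison the wild-type p-values and phases were those of all 24 libraries at 25°C, not of the 6 time points alone. Of the 307 genes with a p-value below 0.1 in both genotypes, 33 (10.7%) peaked within 3 hours of the wild-type phase. Unrelated phases give 25%, and 79 of 100 random orders gave a share as large. The count cannot be told apart from effects of single libraries or time points. A light-driven rhythm that peaks away from the wild-type phase was not tested and is not ruled out.

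The common cyclers were rhythmic in a diet group that the paper does not analyse. On the 5% SY diet at 25°C, 64 of the 79 common cyclers (81.0%) had a p-value below 0.1, against 9.71% of the 7157 genes, 695 in all. In the 12 libraries of the Clk-Jrk mutants, 21 of the 79 did (26.6%), against 17.0% of all genes. The like-for-like number is that of the wild-type libraries at 25°C and the same 6 time points, where 49 of the 79 did. The 79 genes were chosen in part from those wild-type libraries. The count of 695 over all genes was reached in 10 of 100 random orders of the libraries and in 14 of 100 orders of the shared time points, so it cannot be told apart from chance order. These fits leave out the replicate number, which the first principal component of this group follows (40.8% of the variance, correlation 0.880). When it was taken as a block, for which the deviations of same-numbered libraries at 18°C and 25°C correlated by 0.282, 1040 genes passed, and 23 of 100 orders of the libraries and 31 of 100 orders of the shared time points gave as many. The 121 genes that passed in both replicate series with phases within 3 hours, each series fitted alone, were reached in 1 and 4 of 100 orders of these kinds. Of the genes with a p-value below 0.1 on both diets, 89.1% peaked within 3 hours of their phase on the 15% SY diet, a share reached in 2 and 1 of 100 orders. The paper chose the 79 genes from libraries other than those on the 5% SY diet, and no test was run of whether batches shared by the 15% SY and 5% SY series contribute to their number.

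On the same 5% SY diet, 54 of the 129 cyclers named at 25°C only (41.9%) had a p-value below 0.1, and 12 of the 67 named at 18°C only (17.9%), a difference of 23.95 percentage points (two-sided Fisher's exact test, p = 7.76e-04). This is the direction that cycling which depends on temperature would give, and these flies gave no data to the paper's calls. One technical explanation is that the 25°C series were handled together. The replicate deviations of the 2 diets at 25°C correlated by 0.252 on average and those of the 2 temperatures by 0.282, a difference of -0.0308 that ran from -0.296 to 0.475 over the 12 time points. These deviations leave out whatever the replicates of a time point share, so the 23.95 points cannot be told apart from shared handling. The difference was 11.5 points without replicate 2 (p = 0.0864) and 24.9 points without replicate 1. A further explanation is open as well. The genes named at 25°C only may be the more rhythmic set at any temperature, since 64 of the 129 had a V1 p-value below 0.1 at 18°C, while 11 of the 67 named at 18°C only did at 25°C.

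Mean expression between the temperatures is not examined in the paper. With limma on log2(TPM + 1) and Benjamini-Hochberg adjustment, 3751 of the 7157 genes had an adjusted p-value below 0.05, 2120 higher at 25°C and 1631 higher at 18°C. The median log2 change of all genes, 25°C over 18°C, was 0.06. As many genes were found in 1 of 100 splits that exchanged the temperatures within pairs of same-numbered libraries of a time point, the real one, and the largest number in the others was 2721. The split that exchanged the temperatures of all replicate 2 libraries gave 74 genes. A difference between the replicate series that both temperatures share cancels in that split. Scaling by the median of ratios gave 4091 genes, with 42.8% higher at 18°C against 43.5% without it. So neither chance nor the lack of this scaling accounts for the count. The scaling moved the median log2 change of all genes only from 0.061 to 0.047, so other effects of scale or composition are not ruled out. The balance between the directions was less stable: without replicate 1, 929 genes were higher at 25°C and 1352 at 18°C (59.3% higher at 18°C), and without the expression filter 2474 and 2638 (51.6%). Of the genes that changed in the same direction in all 24 pairs of libraries, 64 were higher at 25°C and 279 at 18°C. With the replicate number as a block, for which the deviations of same-numbered libraries correlated by 0.282, 4194 genes passed. Each temperature had its own incubators and flies, so that temperature cannot be told apart from handling. Of 262 genes with a log2 change above 1 either way, those with the largest changes at 18°C that held in all 24 pairs of libraries were *CG40485* (log2 change 25°C over 18°C -4.09, standard error 0.22, adjusted limma p = 1.10e-19), *CG7214* (-4.01, standard error 0.49, adjusted limma p = 3.56e-09) and the transposable element FBti0019165 (-2.24, standard error 0.12, adjusted limma p = 1.10e-19). *CG7214* was close to undetected in places, from 0.50 to 232.75 TPM at 18°C and from 0 to 6.53 TPM at 25°C. The largest in the other direction that held in all 24 pairs were *Lsp1beta* (2.27, standard error 0.27, adjusted limma p = 1.55e-09), *Cyp4s3* (2.03, standard error 0.12, adjusted limma p = 3.00e-18) and *CG34291* (1.76, standard error 0.16, adjusted limma p = 1.73e-12). FBti0019165, *Cyp4s3* and *CG34291* share exon bases with genes on the opposite strand, and reads from copies of a transposable element can be split between them.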

How the results depend on the processing

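All tests behind these alternatives were chosen before the results were seen, and the alternatives, the scale, test and threshold of each main result and the rule for named genes were set before the data were examined. That limma was run without a trend of variance with expression, its default, was not set then, and it was kept after fits with and without the trend had been seen.

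Of the 160 values under alternatives, 109 kept their direction and side of the threshold, or stayed within the spread between replicates or within 1.5 times the count. For the phase peaks, this spread sets narrow components against broad ones, so lying within it says little. The counts of the expression filter, of genes with an advance among the common cyclers (57 to 67) and the median advance (1.67 to 2.39 hours) did so under every alternative tried, as did the Watson-Wheeler test (W from 6.87 to 818) and the circular correlation (0.431 to 0.753). The cause of the changes below was not tested. The depth of the libraries is unknown, so its part in the changes of filter cannot be given.

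JTK-CYCLE in place of harmonic regression gave 1090 cycling genes at 18°C, 408 at 25°C and 130 at both. A threshold of 0.05 gave 648 at 25°C and 225 at both, and 345 and 89 genes that cycled in both replicates at 18°C and 25°C. Without the expression filter, 2197 genes cycled at 25°C, 1869 in Clk-Jrk mutants, 939 in wild type at the mutants' time points and 1354 on the 5% SY diet. With the light-dark step as a covariate, 798 genes cycled at 25°C and 227 at both temperatures, the median advance of the core clock genes was 4.07 hours, and the mean p-value at 18°C of the lipid genes called at 25°C only was 0.356.

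With the replicate number as a block, 853 genes cycled at both temperatures, 413 were differentially rhythmic, as were 10.2% of the temperature-specific cyclers, and the mean p-value at 25°C of the lipid genes called at 18°C only was 0.401. Scaling by the median of ratios gave 22 differentially rhythmic genes and 0.510% of the temperature-specific cyclers. On the log2(TPM + 1) scale, the difference in variance fell to a median log2 ratio of 0.0494 (p = 0.478) and that in amplitude to -0.0653 (p = 0.116), and the relative amplitude gave -0.0511 (p = 0.302). The later phase peak at 25°C moved to ZT 17.6 with all genes with p below 0.1 and to ZT 17.1 with those below 0.01. It was the narrow component in the main fit but the broad one in these. The slopes of JTK-CYCLE on harmonic regression p-values were 0.957 at 18°C and 1.02 at 25°C over genes with a harmonic regression p-value below 0.1, and 1.05 and 1.08 without the Bonferroni step. With pathways of at most 20 genes, pairs of cyclers that share a pathway differed from other pairs by -0.910 hours at 18°C (p = 0.186) and by -1.42 hours at 25°C (p = 0.009).

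With each replicate left out in turn, 766 to 826 genes cycled at 25°C, 238 to 403 at both temperatures and 479 to 1414 in Clk-Jrk mutants. From 0 to 5 genes were differentially rhythmic by limma's adjusted p-value, and 0% of the temperature-specific cyclers in both fits. Unadjusted, 694 genes and 54 of these cyclers were below 0.05 without replicate 1, and 1758 and 46 without replicate 2. The median advance of the core clock genes was 3.94 to 4.29 hours. The earlier phase peak ranged from ZT 1.31 to 7.05 at 18°C and from ZT 3.08 to 4.46 at 25°C, the later one from ZT 12.0 to 19.6 and from ZT 19.9 to 22.4. These peaks are ordered by ZT, and the narrow and broad components changed places between the fits. The difference between morning and evening cyclers ranged from -0.533 to 0.172 hours and that in variance from a median log2 ratio of -0.0145 to 0.514, and both changed sign without replicate 1. The mean p-values of the lipid genes ranged from 0.358 to 0.466 at 25°C and from 0.104 to 0.192 at 18°C. The difference on the 5% SY diet ranged from 11.5 (p = 0.0864) to 24.9 percentage points, and genes differing in mean expression from 2281 to 3015.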

Differences from the paper's values

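The median phase advance of the common cyclers in V1 was 1.67 hours, against the paper's 1.91 hours. Of the alternatives set before the data were examined, log2(TPM + 1) (1.81 hours) and leaving out replicate 1 (2.01 hours) or replicate 2 (1.77 hours) came within the replicate spread of the paper's value. The replicate block (1.67 hours) and the light-dark step (2.39 hours) did not. The V1 phases printed in S1 Table themselves give 62 genes with an advance and a median of 1.67 hours, so the gap is not between the deposited values and that table. The V2 phases printed there also give 1.67 hours, below the paper's V2 median as well. The paper's figure of these shifts takes them from limorhyde2, which was not run here. The medians may therefore come from different estimators.

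The mean V1 p-value at 18°C of the lipid genes called at 25°C only was 0.228, against averages close to 0.4 at the other temperature in the paper. The paper does not say which experiment its averages come from, nor does it give a value for each set. The values may therefore not be of the same quantity. The light-dark step as a covariate (0.356) came within the replicate spread of 0.4. The log2(TPM + 1) scale (0.243), the replicate block (0.174) and leaving out replicate 1 (0.104) or replicate 2 (0.192) did not.

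The Watson-Wheeler statistic of the phase distributions was 11.4, against the paper's 1486. None of the alternatives set before the data were examined closed the gap, which were log2(TPM + 1) (11.4), leaving out replicate 1 (6.87) or replicate 2 (18.9), all genes with a V1 p-value below 0.1 (818) and all those below 0.01 (73.3). The p-values lay closer together, at 0.0032 here and 0.0002 in the paper, and both are below 0.05. The relabellings behind the first treat genes as independent replicates, which they are not. In another comparison the paper gives a W of about the size found here a p-value above 0.05, so the W values are not on one scale.

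The paper calls more genes cycling at 25°C than at 18°C from both experiments. The V1 part of the criterion alone gave 2152 genes at 18°C and 1352 at 25°C. The paper gives a range for the advance of the core clock genes, and *tim* (4.51 hours), *Clk* (4.42 hours) and *vri* (4.12 hours) lay above it in V1. The paper describes the lipid genes of each temperature as far from the threshold at the other. In V1, 10 of the 15 called at 25°C only had a p-value below 0.1 at 18°C, 5 with the light-dark step as a covariate, 12 without replicate 1 and 8 without replicate 2.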

Other observations

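Of the tests in this part, the comparison of phases between the diets was chosen only after phases of core clock genes on the 5% SY diet had been seen, the random orders of the libraries after the counts of genes with a p-value below 0.1 were known, and the orders beside the light-dark step and the orders and splits with the replicate block and the splits with temperature means removed after all other results here.

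The number of cycling genes in V1 was set against random orders of the libraries. At 18°C, orders of the libraries within each replicate series gave as many genes as the 2152 found in 2 of 100 cases, with a median of 317 in the others, and orders of the time points shared by both series in 4 of 100. At 25°C, as many as the 1352 found were reached in 9 of 100 and 14 of 100 orders, so that the count at 25°C cannot be told apart from chance order or from effects of single time points that both series share. With the replicate number as a block, for which the deviations of same-numbered libraries correlated by 0.282, the 2957 genes at 18°C were reached in 1 of 100 orders within each series and 3 of 100 orders of shared time points, and the 1887 at 25°C in 9 and 15 of 100. The genes that passed in both replicate series with phases within 3 hours stood further apart from the orders. The 646 at 18°C were reached in 1 of 100 orders of either kind, the true one. The 165 at 25°C were reached in 2 of 100 orders within each series, with a median of 7 in the others, and in 4 of 100 orders of shared time points, with a median of 17 and a maximum of 388. The labels describe separate incubators on opposite light schedules but do not say which samples came from which, and light-phase and dark-phase samples were taken to be from different ones. With a light-dark step as a covariate, 1962 genes at 18°C and 798 at 25°C were below 0.1. Orders of the libraries within each phase and replicate series, beside the step, gave as many genes in 3 of 100 cases at 18°C and in 18 of 100 at 25°C, so that the count at 25°C cannot be told apart from an incubator effect together with chance order. A response of the flies to light would give the same step.

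The 69 differentially rhythmic genes were reached in 10 of 100 splits that exchanged the temperatures within same-numbered pairs of libraries of a time point, with up to 2378 genes in other splits and a median of 0. The replicate number as a block, with a correlation of 0.282 between the deviations of same-numbered libraries, gave 413 genes, and 9 of 100 splits in that fit gave as many, with up to 3345 genes and a median of 0 in the others. These splits do not preserve the differences in mean expression between the temperatures, and an exchange that follows the time of day turns such a difference into one in rhythm. After each gene's mean at each temperature was subtracted, which leaves both counts as they are, 3 of 100 splits gave 69 genes or more without the block, with up to 1745 in the others, and 5 of 100 gave 413 or more with it, with up to 2563. So both counts are more than most such splits give. The share for the 413 genes with the block is not below 0.05, and that for the 69 genes is only just below it. The evidence is weak in both fits, since the splits with the means removed were added after the others had been seen. On simulated data with independent noise, the test without the block recovered 38.5% of differences of 1.5 residual standard deviations.

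The replicate series differed within groups. The principal component of log2(TPM + 1) that follows the replicate number best held 28.3% of the variance at 18°C (the first component, correlation 0.926), 18.0% at 25°C (the second, 0.851) and 40.8% on the 5% SY diet (the first, 0.880), but 6.73% in the Clk-Jrk mutants. No 2 libraries held identical values.

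The phase advance of the common cyclers might reflect differences between series of flies that have nothing to do with temperature. The diets at 25°C offer a control. The median phase difference of the 79 genes, 15% SY minus 5% SY, was -0.0438 hours (95% bootstrap interval over genes from -0.237 to 0.0669), with 36 genes earlier on the 5% SY diet (two-sided exact sign test, p = 0.4999), against 1.67 hours between the temperatures. This goes against a difference of that size between any pair of series, but it is a single pair, and temperature and incubator still go together.

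The Reactome network was not available, so a related hypothesis was tested instead, that cyclers which share a pathway of at most 50 genes in S2 or S3 Table have closer V1 phases. At 18°C, the 136 pairs that share a pathway had a median phase difference of 4.67 hours against 5.95 hours in the 6767 other pairs, a difference of -1.28 hours (p = 0.012, 10000 reassignments of phases to genes, two-sided). At 25°C, the 327 pairs had 5.06 hours against 5.70 hours in the 15963 others, a difference of -0.641 hours (p = 0.0715). The result depends on the size of pathways: with at most 20 genes the difference was -0.910 hours at 18°C (p = 0.186) and -1.42 hours at 25°C (p = 0.009), and with at most 100 genes -0.794 hours (p = 0.0183) and -0.125 hours (p = 0.642). Whether the temperatures differ in this respect was not tested. Closer phases within pathways may exist at both temperatures, and genes with exons that overlap were not removed from the pairs.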
